# Frontal Cortex Transcriptome Analysis of Mice Exposed to Electronic Cigarettes During Early Life Stages

**DOI:** 10.3390/ijerph13040417

**Published:** 2016-04-12

**Authors:** Dana E. Lauterstein, Pamella B. Tijerina, Kevin Corbett, Betul Akgol Oksuz, Steven S. Shen, Terry Gordon, Catherine B. Klein, Judith T. Zelikoff

**Keywords:** e-cigarettes, transcriptome, central nervous system, nicotine, development, RNA Sequencing, frontal cortex, pathway analysis

## Abstract

Electronic cigarettes (e-cigarettes), battery-powered devices containing nicotine, glycerin, propylene glycol, flavorings, and other substances, are increasing in popularity. They pose a potential threat to the developing brain, as nicotine is a known neurotoxicant. We hypothesized that exposure to e-cigarettes during early life stages induce changes in central nervous system (CNS) transcriptome associated with adverse neurobiological outcomes and long-term disease states. To test the hypothesis, pregnant C57BL/6 mice were exposed daily (via whole body inhalation) throughout gestation (3 h/day; 5 days/week) to aerosols produced from e-cigarettes either with nicotine (13–16 mg/mL) or without nicotine; following birth, pups and dams were exposed together to e-cigarette aerosols throughout lactation beginning at postnatal day (PND) 4–6 and using the same exposure conditions employed during gestational exposure. Following exposure, frontal cortex recovered from ~one-month-old male and female offspring were excised and analyzed for gene expression by RNA Sequencing (RNA-Seq). Comparisons between the treatment groups revealed that e-cigarette constituents other than nicotine might be partly responsible for the observed biological effects. Transcriptome alterations in both offspring sexes and treatment groups were all significantly associated with downstream adverse neurobiological outcomes. Results from this study demonstrate that e-cigarette exposure during early life alters CNS development potentially leading to chronic neuropathology.

## 1. Introduction

Information on e-cigarette usage patterns and their potential effects on adolescent and adult populations are rapidly emerging. However, few studies exist pertaining to usage and/or effects of e-cigarette use during pregnancy or their potential impacts on the unborn and young children. This issue needs more thorough investigation, since nicotine delivery during critical windows of brain development could lead to functional deficits, addiction, and/or serve as a gateway into further use of tobacco-containing products [1,2].

There is a general perception that e-cigarettes are safer than conventional cigarettes, and a growing number of pregnant women share this belief [3,4]. Approximately 10% of all women in the U.S. continue to smoke conventional cigarettes during pregnancy, and up to 40% of all women who smoke quit conventional cigarette use in preparation for and/or during pregnancy [5]. These “ex” smokers are particularly vulnerable to e-cigarette consumption, as they can perceive e-cigarette use as a “safer” way for pregnant women to maintain their ability to “smoke”. While not currently validated or confirmed scientifically, nicotine-replacement therapy products (e.g., nicotine patches and gum) appear to be less harmful to the fetus than conventional cigarettes or tobacco products and based on this, e-cigarettes could eventually prove to also be a “safer” alternative [2,6]. However, due to the lack of adequate safety assessments and toxicological data regarding the effects of every constituent in each new generation of e-cigarettes, safe use of these products during pregnancy remains uncertain. 

Although brain and central nervous system (CNS) development peaks during prenatal and neonatal time frames, the human brain continues to develop over the course of about two decades. Maternal use of conventional cigarettes during pregnancy has been positively associated with a number of adverse neurocognitive outcomes, including disruptive behavioral disorders and attention deficit hyperreactivity disorder [2,7]. Exposure during fetal development to nicotine, which passes the placental barrier and can bind to nicotinic acetylcholine receptors in the fetal nervous system that regulate brain maturation [8,9], can also interrupt and/or alter CNS maturation throughout the entire prenatal through young adult period creating the potential for a variety of adverse mental health outcomes [2]. 

Alterations in the human genome and epigenome have been linked with exposure to tobacco smoke [10]. Epigenome changes in early life can lead to alterations in gene expression that may increase disease risks later in life [11]. Such modifications have been related to the development of certain mental health disorders such as schizophrenia and major depressive disorder [12,13]. For example, modification of the gene for brain-derived neurotrophic factor (*BDNF*), an essential protein in the brain, which reinforces survival of existing neurons while simultaneously promoting neuronal growth and differentiation [14], has been associated with detrimental mental health outcomes [14]. Adolescents exposed *in utero* to maternal smoking show an increased DNA methylation of the *BDNF* gene promoter with previous studies indicating that a methylated *BDNF* gene acts as a diagnostic biomarker of depression [15,16]. While some studies have considered the toxicogenomic effects of cigarette smoke or nicotine exposure [17], the same information is currently not available for e-cigarettes.

Transcriptome profiling platforms allow for the thorough examination of gene expression patterns, and pathway analyses enables the prediction of biological outcomes associated with such changes. Ingenuity® Pathway Analysis (IPA) can provide calculated information on probable causal networks, as well as upstream and downstream effects from genome wide expression data by using previously determined cause-effect findings [18]. A major aim of this study was to utilize RNA-Seq to examine the transcriptome of frontal cortex brain samples from mice exposed via whole body inhalation to e-cigarette aerosols (with or without nicotine) during early life stages to identify those mental health issues that could be at higher risk later in life. The frontal cortex region was chosen because of its intergral role in executive function. 

## 2. Materials and Methods 

### 2.1. Animal Care and Exposures

Male and female C57BL/6 mice (Jackson Laboratory, Bay Harbor, ME, USA) were paired for 4 nights (2F/1M) at 9 weeks of age. After pairing, the males were removed, and females (2/cage) were exposed to e-cigarette aerosols (with or without nicotine) or filtered air for 3 h/day, 5 days/week via whole-body inhalation in 3 separate 1 m^3^ flow-through exposure chambers. Dams were separated into single cages and housed individually at or about gestational day (GD) 15, and daily exposures continued until parturition (~3 weeks). Subsequently, nursing dams and their pups were exposed together by whole-body inhalation starting on PND 4–6 and continuing throughout lactation (for a total of ~3 weeks). Offspring weights were measured each day preceding the exposures. Mice were housed in polycarbonate cages and different exposure polycarbonate cages were used for each exposure to minimize potential second- and third-hand exposures. During exposure, food and water were removed to avoid contamination with the aerosols; mice exposed to filtered air were handled identically to those exposed to e-cigarette aerosols. Cages were rotated in the chambers to ensure a uniform aerosol distribution to all animals throughout exposure. Chamber levels of total suspended particulates for the e-cigarette aerosols with or without nicotine, averaged 25.6 mg/m^3^ and 30.7 mg/m^3^, respectively. Concentration measurements were taken using a portable DataRAM 4™ (Thermo Scientific, Waltham, MA, USA). All animal procedures were conducted under New York University Institutional Animal Care and Use Committee (IACUC) approval. Animals were housed and treated in the NYU Animal Exposure Facility of the NYU NIEHS Center.

### 2.2. E-Cigarette Exposures

An automated 3-port e-cigarette aerosol generator (e~Aerosols, LLC, Central Valley, NY, USA) was used to produce e-cigarette aerosols from blu®, a popular and widely-used e-cigarette brand, classic tobacco flavor cartridges with or without nicotine. Each day a new nicotine (13–16 mg/mL) e-cigarette and a no-nicotine e-cigarette cartridge were used for exposures. Before use, the electrical resistance of each cartridge was measured to ensure the integrity of the heating coil, and the voltage was adjusted to produce a consistent wattage (~0.93 amperes) for each cartridge. The puff aerosols were generated with charcoal and HEPA filtered air using a rotorless and brushless diaphragm pump and the puff regime consisted of 35 mL puff volumes of 4-s duration at 30-s intervals. Each puff was mixed with filtered dilution air before entering the exposure chamber. Urinary cotinine levels in dams were measured using a commercially available ELISA kit (OraSure Technologies Inc., Bethlehem, PA, USA) to assure e-cigarette nicotine exposure in the appropriate treatment groups. Urine samples were obtained from 3 dams/treatment group at 2–3 h post-exposure on GD 16–19 and cotinine levels ranged between 664–1972 ng/mL; urinary cotinine levels were below detection limits for the no-nicotine e-cigarette and filtered air control groups. 

### 2.3. Sample Preparation

Four to six days after the last post-natal exposure, offspring at PND 25–31 were euthanized with pentobarbital (120 mg/kg) and brains were removed, sectioned, snap frozen in liquid nitrogen, and stored at −80 °C until RNA was extracted from the frontal cortex samples. A standard protocol for RNA isolation using TRIzol Reagent (Invitrogen) was used, and the RNA samples were subsequently purified using a RNeasy Mini Kit (Qiagen, Valencia, CA, USA). RNA was quantified using a NanoDrop ND-1000 fluorospectrometer (Thermo Scientific, Waltham, MA, USA). 

### 2.4. RNA-Seq, Ingenuity Pathway Analyses and Statistical Analyses

RNA libraries were prepared from the purified RNA samples for RNA-Sequencing using commercially available kits (Illumina, TruSeq® RNA Sample Prep Kit, San Diego, CA, USA). Samples (*n* = 6 offspring per treatment group/sex for a total of 36 samples; only one pup per litter was used for theses studies) were sequenced on the Illumina HiSeq2500 (San Diego, CA, USA) using HiSeq single read 50-cycle flow cells (Genome Technology Center (GTC), NYU Langone Medical Center). Male and female samples were sequenced with Illumina Hiseq 2500 platform in two separated runs and Illimuna bcl2fastq Conversion Software(version 1.8.4) was used to demultiplex the samples. Before processing data analysis, Fastqc (version 0.10.1, Basespace Labs Apps, Illumina, San Diego, CA, USA) was used to check the reads quality and PCR duplication. Reads were mapped to mm9 mouse transcriptome using Bowtie1 (version 0.12.9, maintained by John Hopkins University, Baltimore, MD, USA) with two mismatches allowed. The PCR duplicates were removed using Samtools (version 0.1.19, distributed under the Massachusetts Institute of Technology, Cambridge, MA, USA). Htseq (version 0.6.1.p.1,Python Software Foundation, Wilmington, DE, USA) was used to find the read counts for annotated genomic features. Principal Component Analysis was performed to detect variations among samples, in which one sample per sex group was detected as outlier and excluded from subsequent analysis. For the differential gene statistical analysis, DESeq2 R/Bioconductor package in the R statistical programming environment was used. Since male and female samples are prepared and sequenced in two different batches and batched effect is detected, we used one-way ANOVA to analyze the data separately instead of combining male and female data for two-way ANOVA analysis. In the analysis, the low counts were filtered with the Deseq2 algorithm if combined reads counts of retained samples for each gene was less than 5 per million. The Benjamini-Hochberg procedure (used R function *p* adjust) for multiple testing, which controls false discovery rate (FDR), was used to determine adjusted *p*-values. For each treatment group/sex dataset, which included (1) female offspring exposed to e-cigarettes with nicotine; (2) female offspring exposed to e-cigarettes without nicotine; (3) male offspring exposed to e-cigarettes with nicotine; and (4) male offspring exposed to e-cigarettes without nicotine, fold changes of genes with an adjusted *p*-value of <0.01 (when compared to air control values) were imported into IPA software to examine biological effects and disease pathway outcomes associated with the gene expression data. The RNA-Seq data have been deposited in the Gene Expression Omnibus, and are accessible through series accession number (GSE75858).

### 2.5. Real-Time Quantitative Polymerase Chain Reaction (qPCR)

Seven genes of interest selected from the RNA-Seq data were chosen for follow-up gene expression evaluation in male offspring frontal cortex samples using qPCR: nerve growth factor receptor (*Ngfr*), choline O-acetyltransferase (*Chat*), brain derived neurotrophic factor (*Bdnf*), glial cell line derived neurotrophic factor (*Gdnf*), galanin (*Gal*), T-box brain gene 1 (*Tbr1*), and alpha-1D adrenoreceptor (*Adra1d*). Commercially available TaqMan® gene expression assays for mice (Life Technologies, Grand Island, NY, USA) were used to prepare samples, which were processed using a QuantStudio 6K Flex Real Time PCR System (Applied Biosystems, Foster City, CA, USA). For each selected gene, the mRNA expression level was normalized to mRNA expression of the reference gene, glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*).

### 2.6. Statistical Analysis for Obstetric Outcomes and qPCR

Biological parameters were analyzed by analysis of variance (ANOVA) followed by Bonferroni *post hoc* testing when appropriate. All statistical analyses were performed using GraphPad Prism® software (San Diego, CA, USA). 

## 3. Results

### 3.1. Effect of E-Cigarette Exposure on Neonatal Growth

Exposure to e-cigarette aerosols with and without nicotine did not alter birth weight or weight gain in offspring compared to their sex-matched control counterparts (Figure 1), suggesting that exposure (under these experimental conditions) did not result in overt malnourishment. 

### 3.2. Global Gene Expression Changes in Murine Frontal Cortex Samples from E-Cigarette Exposed Male and Female Offspring 

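The data behind the frontal cortex comparisons are RNA-Seq read counts per gene, which the authors deposited without normalization, beside the same counts divided by a size factor for each sample. Dams, and later dams with their pups, breathed filtered air, e-cigarette aerosol with nicotine (13 to 16 mg/mL in the liquid, 25.6 mg/m³ of aerosol) or e-cigarette aerosol without nicotine (30.7 mg/m³) for 3 h per day on 5 days per week. Brains were collected at PND 25 to 31. The paper describes single reads mapped to the mouse transcriptome (mm9) with Bowtie1, removal of PCR duplicates with Samtools and counting with Htseq. Whether the deposited counts lack duplicate reads was not tested. Males and females were sequenced in separate runs, which makes sex and sequencing run inseparable in these data. The paper states 6 offspring per treatment group and sex, each from its own litter, and that 1 sample per sex was left out as an outlier. The paper's text does not name those samples.

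In females, 6 air, 5 nicotine and 5 no nicotine samples were analysed, and 6 air, 6 nicotine and 5 no nicotine samples labelled male. The latter are called males here by their labels. Total counts per female sample lay between 22184221 and 27513174 (median 23694846.5) in air, between 19150562 and 24455739 (median 22288004) with nicotine, and between 19684173 and 24920733 (median 23835811) without nicotine. For males the totals ran from 19226640 to 24600026 (median 21832511) in air, from 17845672 to 24787955 (median 19004601.5) with nicotine, and from 20169460 to 23791563 (median 21114212) without nicotine. Between any 2 samples of a treatment group, the chi-square statistic per degree of freedom was 4.63 to 32.4 over the 75 pairs. Separate animals differ by more than the sampling noise in any case. The values therefore show only that no pair was a repeat count of the same library.

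Genes were kept when their counts scaled to the library total (CPM), summed over the samples of a sex, reached 5, which follows the paper's filter and left 15158 of 23366 genes in females and 15293 in males. The 3 treatment groups of a sex were fitted together with edgeR's quasi-likelihood test after TMM normalization, and genes were called at a Benjamini-Hochberg adjusted p below 0.01, the paper's threshold. The paper used DESeq2, whose results are given beside these where they change a call. On simulated counts with 200 genes changed by 1 on the log2 scale, the edgeR test recovered 191 of them among 15158 genes in females and 185 among 15293 in males. The changed genes were drawn from those averaging above 1 CPM, and each gene was simulated independently of the others. Changes in less abundant genes and smaller changes, such as most of those called here, were not simulated.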

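Sex-linked transcripts were read first, as a check on the sample labels. Xist, the transcript of the inactive X chromosome, lay between 114 and 158 CPM (2674 to 3777 counts) in the 16 female samples, in which the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together gave 0 to 3 counts. In 16 of the 17 libraries labelled male, Xist stayed at or below 0.246 CPM and the Y-linked genes together reached 110 to 137 CPM. The library labelled male nicotine replicate 21 had 219 CPM of Xist (4632 counts) and 1 count on the Y-linked genes. It was kept in every comparison under its label.

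**Figure D1:**
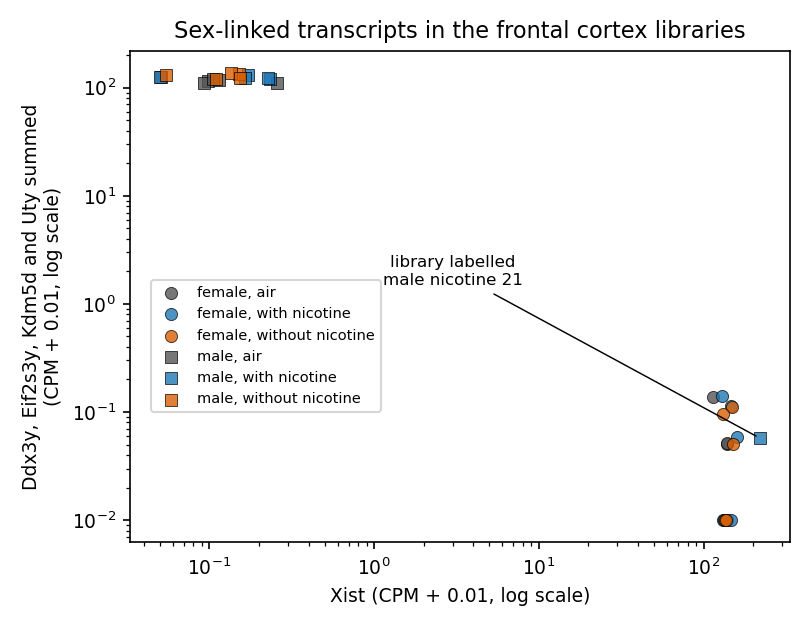
Summed CPM of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty (vertical axis) against CPM of Xist (horizontal axis), both plus 0.01 on log scales, with 1 point per frontal cortex library, circles for libraries labelled female and squares for libraries labelled male. The library labelled male nicotine 21, at 219 CPM of Xist, sits with the female libraries.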

Early life repeated exposure to e-cigarette aerosols with or without nicotine induced alterations in the 1-month-old brain frontal cortex transcriptomes when compared to air-exposed control transcriptomes in both female and male offspring. As shown in the volcano plots for females (Figure 2a,c) and males (Figure 2b,d), genes that are highly dysregulated compared to controls are farther to the left and right sides of the plots, while highly significant gene expression changes appear higher on the plots. 

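Without nicotine, 1829 genes (12.1% of those tested) passed the threshold in female offspring and 2084 genes (13.6%) in male offspring when compared to air exposed controls. With nicotine, 651 genes (4.29%) passed in females. In males exposed to aerosols with nicotine 0 genes passed, although 2203 genes (14.4%) had an unadjusted p below 0.05, and 58 genes had an adjusted p below 0.05. With the DESeq2 Wald test in place of edgeR, the numbers were 1319 genes for females with nicotine, 2591 for females without nicotine, 159 for males with nicotine and 2624 for males without nicotine. The alternative that lowered the numbers most added the cortical marker score of each sample, the mean log2 CPM of 16 genes of cortical glutamatergic neurons, as a covariate. It left 0 genes in either female comparison (1373 genes with nicotine and 682 without at an unadjusted p below 0.05), 0 in males with nicotine (1244 genes) and 13 in males without nicotine. In both sexes and both treatments, each exposed sample had a lower score than each air sample, so this covariate and the exposure overlap.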

Frontal cortex brain samples from female offspring exposed pre- and post-natally to e-cigarette aerosols without nicotine had the greatest number of gene expression changes (2630) as seen in the yellow sector of the Venn diagram (Figure 3), whereas samples from the same brain region of the male offspring exposed to e-cigarette aerosols with nicotine (Figure 3, pink sector) demonstrated the least (152) gene expression changes compared to air exposed controls. 

For female offspring exposed to e-cigarette aerosol containing nicotine (Figure 3, blue sector), a total of 1393 genes were significantly changed (*p* < 0.01); whereas, only 152 genes were significantly changed (*p* < 0.01) compared to air exposed controls in males from the nicotine treatment group (Figure 3, pink sector). 

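Of the genes called in females exposed to aerosols with nicotine, 300 were higher and 351 lower than in air exposed controls, with a median absolute log2 fold change of 0.42. More than a 2-fold change was seen in 44 of them. With upper quartile normalization the balance turned, to 372 higher and 242 lower genes. The number depended on single samples: it was 226 without nicotine replicate 2 and 930 without nicotine replicate 3.

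Prr5l (chromosome 2, 101554442 to 101723184 in mm9) rose from 19.9 CPM in air to 28.9 ± 1.38 CPM (SD, n = 5) with nicotine, a log2 fold change of 0.54 (standard error 0.051, adjusted p = 4.9e-05 from edgeR). Bhlhe22 (chromosome 3, 17954325 to 17957509) fell from 69.6 ± 10.1 CPM (SD, n = 6) to 32.1 ± 3.81 CPM (SD, n = 5), a log2 fold change of -1.12 (standard error 0.105, adjusted p = 4.9e-05 from edgeR). Mob3b was also higher (log2 fold change 0.57, standard error 0.0638) and Ak5 lower (-0.48, standard error 0.0559), each with an edgeR adjusted p of 0.000287. All 4 genes kept an adjusted p below 0.01 in each of the 16 fits that left out 1 female sample. Annotated genes on the opposite strand share bases with Prr5l, Mob3b and Ak5, 6.59% of the 36-base windows of Mob3b occur elsewhere in the genome, and the paper's text does not say whether counting used the strand. In males exposed to aerosols with nicotine the lowest edgeR adjusted p over all genes was 0.0334. In the 17 fits that each left out 1 male sample, 0 to 2 genes passed, and without the library labelled replicate 21 the number was 0.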

For female offspring exposed to e-cigarette aerosol with no nicotine, a total of 2630 genes were significantly changed (*p* < 0.01); a similar number of genes, 2615, were significantly changed (*p* < 0.01) in males from the same treatment group, of which 1632 were common between the two sexes. 

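The called genes without nicotine split into 763 higher and 1066 lower in females, and into 941 higher and 1143 lower in males, with median absolute log2 fold changes of 0.42 and 0.35. Changes of more than 2-fold were found for 208 and 153 genes. Both sexes shared 1176 called genes, against 252 expected if the calls fell independently on the 15105 genes tested in both. Each of the 1176 genes changed in the same direction in females and males. The exact 95% interval of 99.7% to 100% holds only for independent genes, which these are not. They were also selected by their calls in both sexes, and over all genes tested in both the share was 77.7%. Leaving out female no nicotine replicate 2 lowered the female number to 823 and the shared number to 644. Leaving out replicate 3 of that group gave a similar female number, 843.

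Nkx6-2 (chromosome 7, 146765276 to 146768696 in mm9, overlapping Inpp5a on the opposite strand) was among the most significant genes in both sexes. It rose from 12.1 ± 0.758 CPM (SD, n = 6) to 22.8 ± 3.76 CPM (SD, n = 5) in males, a log2 fold change of 0.91 (standard error 0.0905, edgeR adjusted p = 1.62e-05), and from 10.6 ± 0.92 CPM (SD, n = 6) to 20.5 ± 3.76 CPM (SD, n = 5) in females, a log2 fold change of 0.94 (standard error 0.122, edgeR adjusted p = 0.000802). Cd81, which overlaps R74862 on the opposite strand, was higher in males (log2 fold change 0.41, standard error 0.0447). Slc39a10 (-0.66, standard error 0.0575) and Pgm2l1 (-0.74, standard error 0.0638) were lower in males, both with an edgeR adjusted p of 5.51e-06. Of the 36-base windows of the Slc39a10 transcript, 19.1% occur base for base elsewhere in the genome, and Pgm2l1 overlaps the pseudogene Gpx2-ps1 on its own strand, so the counts of both genes carry some uncertainty. In females, Mob3b was higher (log2 fold change 0.51, standard error 0.0637), while Kctd16 was lower (-0.86, standard error 0.0919, edgeR adjusted p = 0.000388), as was 2900055J20Rik, which fell from 5.94 ± 0.527 CPM (SD, n = 6) to 2.97 ± 0.32 CPM (SD, n = 5) with the same edgeR adjusted p. The last 2 genes are neighbours on the same strand of chromosome 18, 2900055J20Rik ending at 40417338 and Kctd16 starting at 40418015.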

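Across the 4 comparisons with air exposed controls, 2817 genes were called at least once. The largest sector of genes called in 1 comparison only belonged to males without nicotine (861 genes), followed by females without nicotine (567 genes) and females with nicotine (80 genes). Both female comparisons shared 524 genes. The 3 comparisons other than males with nicotine had 438 genes in common, and 0 genes were common to all 4, since none was called in males with nicotine. With the DESeq2 Wald test, 103 genes were common to all 4 comparisons.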

Comparisons among the different treatment groups revealed that offspring exposed to e-cigarette aerosol with no nicotine had the highest number of unique gene expression changes, while only 109 genes were commonly altered by all treatments in both sex groups (Figure 3, center brown sector). These data suggest common factors between treatment and sex that could be driving common gene expression alterations. 

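The log2 fold changes without nicotine correlated between females and males across the 15105 genes tested in both (r = 0.719, Spearman's rho = 0.69; genes are not independent replicates), and 77.7% of all genes changed in the same direction. Females and males have their own air controls, so this relation does not come from shared control samples. Within a sex the nicotine and no nicotine groups are compared to the same air samples, which by itself gives a positive correlation. In 10 simulations of unchanged groups set against shared controls, r lay between 0.415 and 0.474 in females and between 0.461 and 0.509 in males, with 64 to 65.2% and 65.1 to 66.2% of genes in the same direction and 0 genes called in common. The observed values were above these: r = 0.809 with 81.6% in the same direction in females, and r = 0.635 with 77% in males. The simulations drew each gene independently, while genes of the same animals vary together. Shared controls could therefore give a wider range of r than simulated, so the excess does not establish a shared response within a sex. From the genes altered in common, the paper proposes common factors between treatment and sex as a possible driver of the shared alterations.

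**Figure D2:**
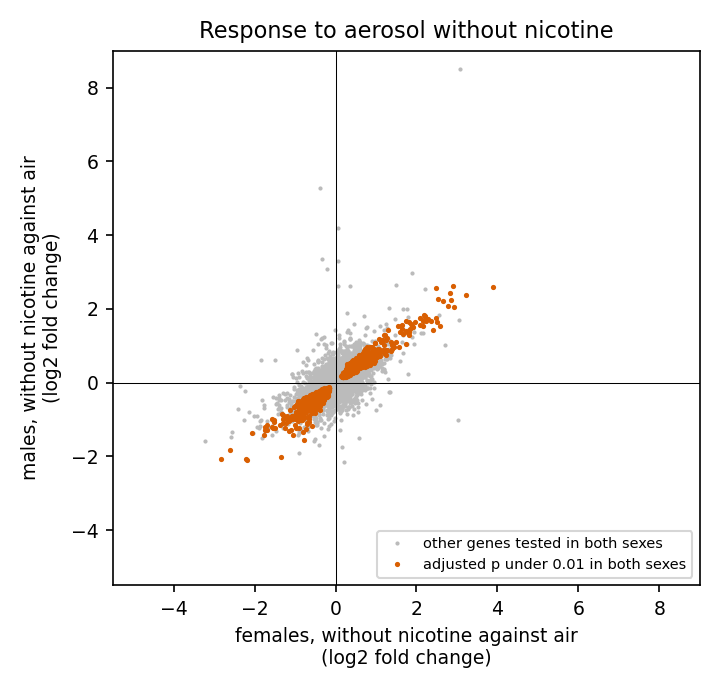
Log2 fold change of each of the 15105 genes tested in both sexes after exposure to aerosol without nicotine, against air exposed controls, in females (horizontal axis) and males (vertical axis). The 1176 genes with an edgeR adjusted p below 0.01 in both sexes, drawn in orange, all lie in the quadrants of equal direction.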

### 3.3. IPA Predicted Downstream Disease and Biological Function Effects Associated with the Observed Gene Expression Changes

Using IPA, a core analysis was completed to examine the top five predicted disease and disorder categories for each treatment group and sex (Table 1). Female offspring exposed to e-cigarette aerosols with or without nicotine, and male offspring exposed to e-cigarette aerosols without nicotine had the same predicted disease and disorder outcomes that included cancer, organismal injury and abnormalities, neurological disease, psychiatric disorders, and gastrointestinal disease. However, the number of molecules demonstrating altered gene expression involved, and the p-values differed for each group. The male offspring exposed to e-cigarettes with nicotine had three of five outcomes in common (*i.e.*, cancer, organismal injury and abnormalities, and gastrointestinal disease), but also included dermatological diseases and conditions, and connective tissue disorders. 

IPA was also used to carry out a comparison analysis between all the e-cigarette exposed groups. This type of analysis allowed for identification of disease or biological functions that are predicted to have similar changes across treatment group and sex. The IPA-generated heat map data were exported, and the top 50 disease and biological functions were examined further (Figure 4). 

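The gene sets of IPA were not used here. Instead, the expression of 28 genes of neurotransmitter release (vesicle, release and synaptic terminal genes) and of 21 genes of glutamate receptors and learning, both written down beforehand, was compared between exposed and air samples. The median log2 fold change of the release genes was -0.22 in females with nicotine, -0.21 in females without nicotine, -0.10 in males with nicotine and -0.31 in males without nicotine, and 25 of the 28 genes were lower in each of the 4 comparisons. For the learning genes the medians were -0.28, -0.40, -0.12 and -0.28 in the same order, with 19, 20, 20 and 19 of 21 genes lower. All 8 results passed an adjusted p of 0.05 in limma's camera test with a preset correlation between genes of 0.01 (16 lists in each comparison) and in its fry test, and none passed when camera estimated the correlation from the data. As mean log2 CPM per sample, the release score was lower than in each air sample in 5 of 5 females with nicotine, 5 of 5 females without nicotine, 4 of 6 males with nicotine and 5 of 5 males without nicotine. The exact two-sided permutation p was 0.00649 in males with nicotine, and in the other 3 groups 0.00216, the smallest that these group sizes allow. For the learning score the numbers were 4 of 5, 5 of 5, 6 of 6 and 5 of 5 in the same order. Each exposed sample also had a lower cortical marker score than each air sample. Less cortex in the dissected pieces could lower both lists, so they do not separate an effect of exposure from tissue composition.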

Included in the predominant predicted disease and biological functions revealed were: decreases in memory, cognition, learning and neurotransmission, and increases in hyperactive behavior, emotional behavior and organismal death (seen in all groups except male offspring exposed early in life to e-cigarettes containing nicotine). IPA analyses also revealed predicted decreases in dendritic growth/branching and quantity of neurons, as well as predicted increases in seizure disorder and seizures in all treatment groups and both sexes exposed to e-cigarettes with and without nicotine. In general, all treatment groups tended to show the same directionality (inhibition or activation) for reported outcomes. In contrast, male offspring exposed to e-cigarettes containing nicotine demonstrated a predicted decrease in locomotion, while the other groups showed a predicted increase. In addition, the same male treatment group revealed a predicted increase in secretion of neurotransmitters in contrast to the other exposure groups, which showed a predicted decrease.

### 3.4. Follow-Up of Gene Expression Analysis of Selected Genes by qPCR in Male Frontal Cortex Samples

Following RNA-Seq analysis, seven genes of interest, *Ngfr*, *Chat*, *Bdnf*, *Gdnf*, *Gal*, *Tbr1*, and *Adra1d* were selected for follow-up analysis with qPCR to compare to the RNA-Seq data. These particular genes were selected because of their relevance to neurological disorders/mental health. In general, gene expression data obtained from qPCR analysis showed similar trends (e.g., directionality and fold change) to those revealed by RNA-Seq (Table 2). 

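The qPCR measurements were not analysed here. In the RNA-Seq counts of males, Ngfr (chromosome 11, 95430132 to 95449049 in mm9) was at 9.19 ± 4.72 CPM (SD, n = 6) in air, 26.2 ± 4.73 (SD, n = 6) with nicotine and 37.9 ± 14.7 (SD, n = 5) without nicotine. This is a fold change of 2.87 with nicotine (log2 1.52, standard error 0.312, edgeR adjusted p = 0.0416) and of 4.16 without nicotine (log2 2.06, standard error 0.318, edgeR adjusted p = 0.000183). Chat (chromosome 14, 33221389 to 33279095) was at 6.22 ± 1.84 CPM (SD, n = 6) in air, 12.2 ± 1.53 (SD, n = 6) with nicotine and 17.8 ± 5.24 (SD, n = 5) without nicotine, fold changes of 1.97 (edgeR adjusted p = 0.043) and 2.88 (edgeR adjusted p = 7.45e-05). For both genes each exposed sample lay above each air sample (exact permutation p = 0.00216, two-sided, the smallest possible at these sizes). With the DESeq2 Wald test, both genes also passed 0.01 with nicotine, at an adjusted p of 0.00412 for Ngfr and 0.000829 for Chat. When DESeq2 was used with its prior on fold changes, Chat passed (0.00116) and Ngfr did not (0.0174).

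Bdnf (chromosome 2, 109514857 to 109567204) changed by a fold of -1.23 with nicotine (edgeR adjusted p = 0.369) and -1.70 without (0.00162). The corresponding values for Tbr1 (chromosome 2, 61640987 to 61652171) were -1.31 (0.174) and -2.06 (6.63e-05), and for Adra1d (chromosome 2, 131371586 to 131388021) -1.54 (0.253) and -2.58 (0.00138). Gdnf (chromosome 15, 7761011 to 7787575) rose by a fold of 1.27 with nicotine (0.484) and 2.04 without (0.00139). Gal (chromosome 19, 3409919 to 3414472) had between 2 and 94 counts per library, with fold changes of 3.10 with nicotine (0.143) and 6.02 without (0.000796). The library labelled male nicotine replicate 21 held the highest Gal value of its group, and without it the log2 fold change with nicotine was 1.29. Of the 7 genes, 7 passed without nicotine and 0 with nicotine when adjusted over all genes tested, and 7 and 2 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. With nicotine, 5 of the 7 had an unadjusted p below 0.05. With the cortical marker score as a covariate, 0 of the 7 passed without nicotine, and Bdnf changed sign. That score also separated the exposed from the air samples. The values of these genes therefore do not separate an effect of exposure from a different composition of the dissected tissue. Chat and Adra1d overlap non-coding genes on the opposite strand. At most 2.11% of the 36-base windows of these 7 transcripts occur elsewhere in the genome. Gapdh, the qPCR reference gene, had only 25 to 62 counts per library, and 84.6% of its windows occur elsewhere.

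**Figure D3:**
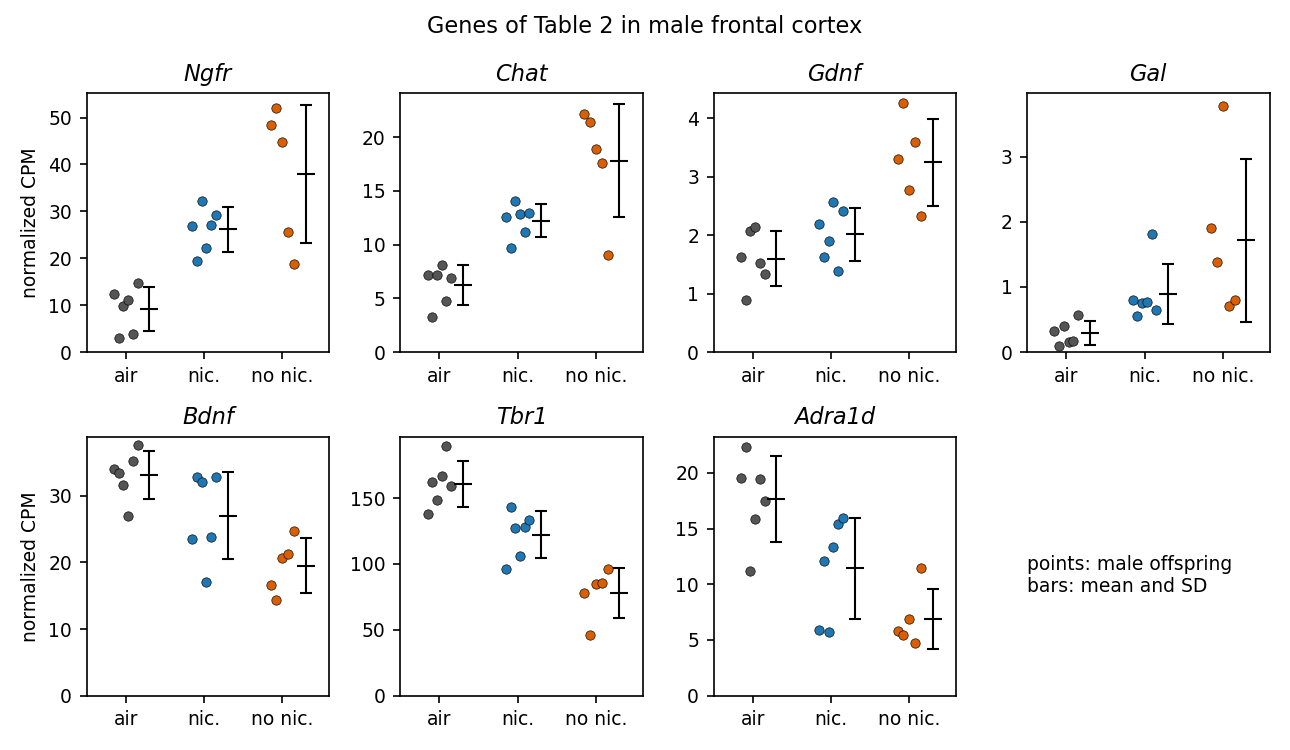
Normalized CPM of the 7 genes of Table 2 in the frontal cortex of each offspring labelled male, including replicate 21 with nicotine, in air (n = 6), with nicotine (n = 6) and without nicotine (n = 5), with bars for the mean and SD. For Ngfr, air samples lie between 3.11 and 14.8 CPM and nicotine samples between 19.4 and 32.3 CPM.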

Any dissimilarities observed between the two analyses were likely due to differences in platform sensitivity.

## 4. Discussion

The present study investigated effects of early life exposure to e-cigarette aerosols, with and without nicotine on CNS development by examining gene expression in the developing brains of exposed mice. This investigation sought to determine whether, and to what extent, early life exposure to aerosols produced by e-cigarettes affected neurodevelopment leading to gene expression changes that could result ultimately in cognitive or behavioral deficits later in life. Utilizing next-generation sequencing, gene and gene pathway analyses were performed on brain frontal cortex samples to assess any e-cigarette-induced changes in gene expression networks. This approach allowed for the examination of global gene expression changes, as well as facilitated the prediction of neurobiological downstream effects by IPA. 

Toxicological data concerning e-cigarettes are extremely limited and even less so regarding effects on the developing fetus and neonate. Though few data exist concerning the effects of early life exposure to e-cigarette aerosols on neurodevelopment, a plethora of information is available concerning the effects of early life exposure to cigarette smoke and nicotine alone. It is well documented that fetal, childhood, and adolescent exposure to cigarette smoke is associated with adverse neurocognitive and neurobehavioral outcomes including decreases in general intellectual ability and auditory learning, development of conduct disorders, and increased hyperactivity-impulsivity behaviors [20,21,22]. Nicotine is believed to be the principal constituent of cigarette smoke that drives adverse neurodevelopmental outcomes from gestational exposure [20,23,24]. However, while prenatal exposure to nicotine is known from animal studies to produce adverse neurobehavioral consequences, underlying mechanisms for such a finding have not yet been established [2]. Thus, as nicotine is a primary constituent of e-cigarettes, it is conceivable that exposure to the aerosols during early life could induce neurodevelopmental alterations similar to those produced by exposure to conventional cigarettes. In fact, a recent study in mice reported that exposure late *in utero* and during early postnatal life to aerosols from e-cigarettes containing nicotine lead to later life behavioral changes (*i.e.*, increased locomotor activity and increased cognitive flexibility) in adult male mice [25]. As increases in mental and behavioral disorders are a universal public health concern, there is an urgent need for continued investigations into emerging nicotine-associated products such as e-cigarettes. 

In this study, gene expression changes were stratified by treatment and offspring sex in order to evaluate downstream diseases, disorders, and biological functions by IPA. Individual core and comparison analysis of the exposure groups yielded similar results, suggesting that although individual gene changes differed between treatment groups, common gene networks were also altered by e-cigarettes (regardless of nicotine content or sex) leading to comparable downstream effects. Female offspring exposed to e-cigarettes with or without nicotine, and male offspring exposed to e-cigarettes without nicotine all revealed neurological disease and psychiatric disorders in the top five IPA predicted disease/disorders retrieved through core analysis. When examined by comparison analysis, these same groups showed similar changes including decreases in memory, cognition, and learning.

Similar gene expression changes were observed here in female offspring exposed to e-cigarettes (with and without nicotine) as those seen in male offspring exposed to e-cigarettes without nicotine. In contrast, male offspring exposed to e-cigarettes with nicotine exhibited a smaller number of gene expression changes, as well as different IPA-predicted diseases and disorders. 

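Of the genes called in females with nicotine, 485 were also called in males without nicotine, against 89.7 expected from independent calls, and all 485 changed in the same direction. Across the genes tested in both sexes, the log2 fold changes of these groups, which share no control sample, correlated with r = 0.641 (rho = 0.693), and 77.9% had the same sign.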

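In males with nicotine, 437 of the 438 genes that were called in the other 3 comparisons moved in the same direction as there, and 283 of them had an unadjusted p below 0.05. Their median absolute log2 fold change was 0.18 with nicotine against 0.47 without nicotine in males, and the median ratio of the fold changes on the log2 scale was 0.418. The genes were chosen partly by their significance in males without nicotine, and both male groups share the air samples. Both raise the number of genes with the same direction and with a small p and affect the ratio, and no value for unchanged groups was computed for this set of genes. Across all genes tested in both sexes, the log2 fold changes of males with nicotine correlated with those of females without nicotine, which have other controls, at r = 0.644 (rho = 0.641), and with those of females with nicotine at r = 0.553 (rho = 0.563), with 74.8% and 72.1% of genes in the same direction. Genes are not independent replicates.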

A possible explanation for these differences observed in the male nicotine-exposed offspring is the inhibitory action of nicotine on aromatase, a required enzyme for estrogen biosynthesis that converts androgens to estrogens; lack of this enzyme results in estrogen deficiency [26]. Estrogen deficiency is known to have adverse effects in males including insufficiencies in skeletal maturation and sexual behavior [27,28]. It is likely that an estrogen deficiency, and thus probable masculinization of the brain, would thus have a greater effect in females (compared to controls). In this study, mice offspring were sacrificed at the initiation of puberty, *i.e.*, between PND 25–31. This period is marked by dramatic changes in gonadal hormones [29], which in combination with nicotine-induced aromatase inhibition could result in major differences in gene expression between females and males exposed to nicotine. This notion is supported by the studies of Cao et al (2013) who examined the effects of gestational nicotine exposure on genes involved in brain myelination of adolescent rats sacrificed at PND 35 [29]. Findings from the aforementioned study also revealed sex-dependent differences in the prefrontal cortex of male and female rats, such that gestational nicotine exposure enhanced myelination processes in males (*i.e.*, positive fold-changes in gene expression), but decreased the same processes in females (negative fold-changes in gene expression) [29]. In aromatase knock-out (ArKO) adult mice, wild-type females demonstrated depressive behaviors, while the ArKO−/− males did not [26,30,31]. Other studies using rodents have also documented that prenatal nicotine exposure increases depression and anxiety behaviors in female offspring, but not in male offspring [26,32,33,34]. Further investigation is required to delineate the mechanisms behind these differences.

Based on the neurotoxic effects of nicotine during neurodevelopment, we hypothesized that exposure to e-cigarettes with nicotine would produce the greatest number of transcriptomic changes in the offspring. Surprisingly, studies here demonstrated that early life exposure to e-cigarette aerosols without nicotine produced the greatest number of significant gene expression changes in frontal cortex samples and IPA-predicted alterations in biological functions/disease outcomes in offspring of both sexes. These results suggest that e-cigarette components other than nicotine could also play an important role in affecting neurodevelopment. However, due to the lack of inhalation exposure data, it is difficult to identify the role of each individual e-cigarette liquid component, other than nicotine, when interpreting the results. 

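The groups with and without nicotine were also compared to each other within the same fits. In females 0 genes differed at an adjusted p below 0.01 (1267 genes, 8.36%, had an unadjusted p below 0.05). In males 38 genes differed, of which 34 were higher and 4 lower with nicotine than without (3071 genes, 20.1%, at an unadjusted p below 0.05). This male number moved with the processing, to 458 genes in the DESeq2 Wald test (312 higher and 146 lower), 6 genes with the cortical marker score as a covariate (0 higher and 6 lower), 0 genes when the air samples were left out of the fit (2673 genes at an unadjusted p below 0.05), and to 246 without nicotine replicate 19. It was 5 without nicotine replicate 16, 17 or 22, without the library labelled male nicotine replicate 21 or without air replicate 31. It was 1 without no nicotine replicate 4, and 0 without no nicotine replicate 3 (2792 genes at an unadjusted p below 0.05) or 5 (2783 genes). In males, the release (median log2 fold change 0.22), cortical (0.41) and learning genes (0.154) were higher with nicotine than without. The myelin genes were lower (-0.483). These lists passed camera (adjusted p at most 3.24e-05) and fry (at most 0.019). The basal forebrain (camera adjusted p 0.000542), striatal (0.00341) and choroid plexus genes (0.00729) were also lower in males, but did not pass with fry. In females the immediate early (camera adjusted p 5.74e-05), learning (0.00407), striatal (0.013) and myelin genes (0.019) were higher with nicotine than without. None of these female lists passed with fry (adjusted p at least 0.485). The striatal and myelin genes thus moved in opposite directions in the sexes. With an estimated correlation none of these lists passed.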

E-cigarette liquid is typically a mixture of propylene glycol, glycerol, nicotine, flavorings, and other additives [35,36]. The blu® classic tobacco flavored disposable e-cigarette liquid used for the studies here has been shown to produce an aerosol containing 73% glycerin and/or propylene glycol, 15% water, 11% flavorings, and 1% nicotine (package reported 24 mg nicotine/unit) [37]. Propylene glycol and glycerol, two of the main ingredients in e-cigarette liquids, are “generally regarded as safe” (GRAS) when ingested, but information concerning effects of these agents via an inhalation exposure route is severely lacking [36,38]. In studies where propylene glycol was used to create a fog mist in the theatre industry, resulting in both inhaled and dermal contact, extensive airway and eye irritation, respectively were reported [39]. Prolonged or repeated inhalation of propylene glycol has also been reported to affect the CNS and behavior [39]. Detailed information regarding the flavorings is not available, although it is likely that an aerosol produced from classic tobacco cartridges without nicotine would have a similar chemical composition, other than nicotine content, to the aerosol produced from a cartridge with nicotine.

Based on our results demonstrating that early life exposure to non-nicotine containing aerosols produce greater frontal cortex gene expression changes, it is likely that one or more of the aforementioned e-cigarette constituents, besides nicotine, could be driving the observed effects. These findings emphasize the need for further studies on e-cigarette liquid constituents using a relevant exposure route. This need is stressed by the recent finding that diacetyl, a flavoring substance that is also considered GRAS by ingestion, and acetyl propionyl, a structurally similar flavoring to diacetyl, have both been found in a number of e-cigarette solutions, including those claimed by the manufacturer to not be present [36,40], particularly since diacetyl has been implicated as a causative agent in the development of bronchiolitis obliterans, an irreversible lung disease commonly referred to as “popcorn lung” [36,40,41,42]. Additionally e-cigarettes have been shown to emit metals such as nickel, zinc and silver [43]. Overall, there appears to be a critical need for improved quality control of these products and toxicological assessment of individual e-cigarette liquid constituents via inhalation.

## 5. Conclusions 

E-cigarettes continue to invoke controversy among the general public and in scientific communities around the world. This study is the first (to our knowledge) to examine global gene expression changes in the developing brain induced by e-cigarette aerosols. 

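Whether the response differed between the sexes was tested directly in a fit of all 6 groups, as the difference between males and females in the change against air. For aerosols with nicotine, 0 of 15105 genes had an adjusted p below 0.01, and 978 genes (6.47%) had an unadjusted p below 0.05. The lowest adjusted p was 0.0978. For aerosols without nicotine, 0 genes passed as well, with 742 genes (4.91%) at an unadjusted p below 0.05. On simulated counts with 393 genes changed in 1 sex by 1 on the log2 scale, all averaging above 1 CPM, the same test recovered 345. Smaller changes and changes in less abundant genes were not simulated. With DESeq2, 1 gene passed for aerosols with nicotine. The sequencing run follows sex, and its effect drops out of this difference only as long as it acts alike on the 3 treatment groups.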

Results from this study demonstrate that e-cigarette aerosols, both with and without nicotine, induce sex-dependent gene expression changes associated with predicted adverse neurobiological and neurobehavioral outcomes similar to those associated with early life exposure to the smoke from conventional cigarettes. Behavioral testing is needed to correlate the adverse neurobiological and neurobehavioral predicted outcomes with functional outcomes, and lack of these studies are a limitation of this study. However, future behavioral studies are planned to test these predictions.

Recent and emerging studies that compare the toxicities of e-cigarettes to conventional cigarettes demonstrate that e-cigarettes may indeed be the less harmful choice [37,44], most likely due to the elimination of overt combustion products. While the use of e-cigarettes may prove to be a “reduced harm” or “cessation aid” product for conventional adult cigarette/tobacco users, they could pose a substantial threat to the developing CNS if exposure occurs during prenatal, childhood and adolescent life stages. Thus, e-cigarettes are a public health risk that needs to be further examined and addressed through appropriate research, regulation and policy considerations. 

## Figures and Tables

**Figure 1:**
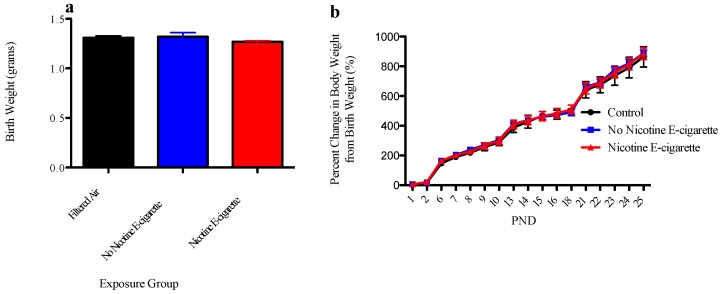
The effect of e-cigarettes on birth weight and weight gain. (**a**) Data represent average litter birth weights (*n* = 5–7 litters) ± SEM. Data were analyzed using a one-way ANOVA and Bonferroni *post-hoc* testing and data were not found to be significantly different from each other (*F*-value: 1.2, degrees of freedom: 2). (**b**) Data represent average litter weight gain (*n* = 3–5 litters) ± SEM. Data were analyzed using a two-way ANOVA and Bonferroni *post hoc* testing and were not found to be significantly different from each other (*F*-value: 0.91, degrees of freedom: 2).

**Figure 2:**
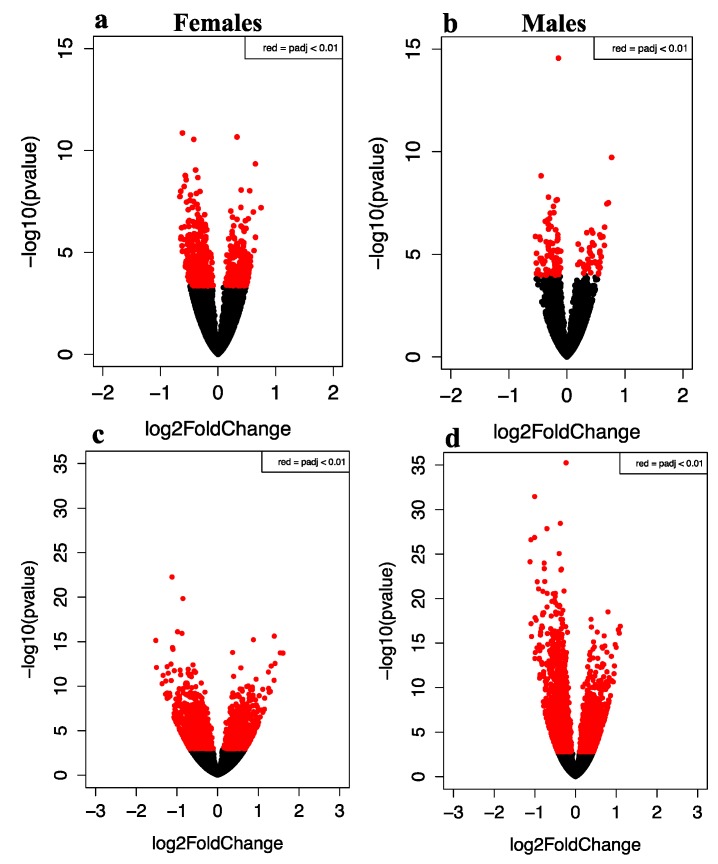
The effect of e-cigarettes with and without nicotine on global gene expression represented in terms of p-value and fold change (*n* = 5–6 frontal cortexes per each treatment and sex group). (**a**) Gene expression data for females exposed to e-cigarettes with nicotine (female controls = black, female e-cigarette with nicotine = red). (**b**) Gene expression data for males exposed to e-cigarettes with nicotine (male controls = black, male e-cigarette with nicotine = red). (**c**) Gene expression data for females exposed to e-cigarettes without nicotine (female controls = black, female e-cigarette without nicotine = red). (**d**) Gene expression data for males exposed to e-cigarettes without nicotine (male controls = black, male e-cigarette without nicotine = red).

**Figure 3:**
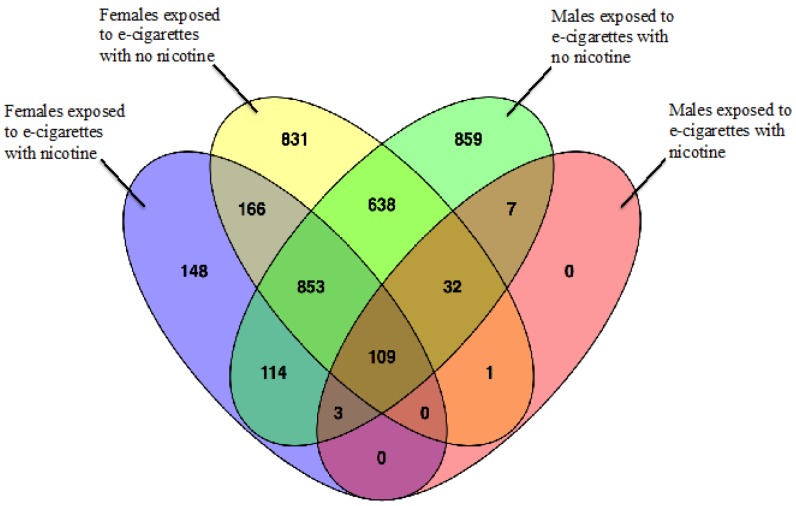
Quantity of overlapping and unique genes between treatment groups and sex. The Venn diagram displays overlapping and unique genes found to be significantly changed (*p* < 0.01) via RNA-Seq analysis between treatment groups and sex, as indicated. Diagram created using *Venny* [19]*.*

**Figure 4:**
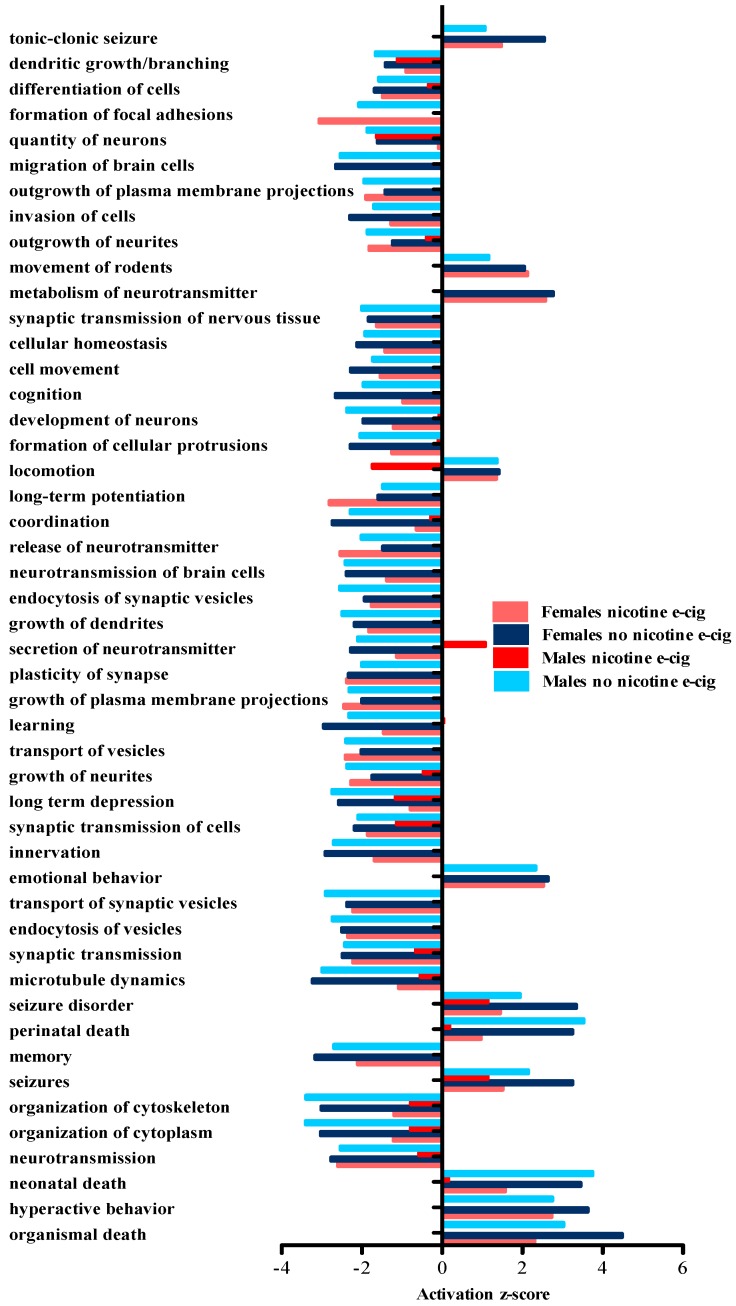
Top 50 disease and biological functions predicted to be altered using IPA comparison analysis. Data obtained from RNA-Seq were filtered to only include those results reaching a *p* < 0.01 significance level; these RNA-Seq data were then imported into IPA for comparison analysis. A positive activation z-score reflects induction of the indicated disease/biological function, while a negative z-score reflects inhibition of the indicated disease/biological function. Z-scores of +/− 2.0 were considered significant.

**Table 1:** Top 5 Ingenuity® Pathway Analysis (IPA) disease and disorder categories for each treatment group and sex compared to sex-matched air controls.

**Female Offspring Exposed to E-Cigarette Containing Nicotine**		
Ingenuity Disease and Disorders	*p*-Value	# of Molecules
Cancer	5.43 E−05–2.09 E−28	1157
Organismal Injury and Abnormalities	7.31 E−05–2.09 E−28	1162
Neurological Disease	7.75 E−05–1.78 E−27	484
Psychiatric Disorders	7.00 E−05–1.33 E−22	320
Gastrointestinal Disease	5.85 E−05–1.26 E−21	838
**Female Offspring Exposed to E-Cigarette without Nicotine**		
Ingenuity Disease and Disorders	*p*-Value	# of Molecules
Cancer	6.03 E−06–3.98 E−46	2121
Organismal Injury and Abnormalities	6.82 E−06–3.98 E−46	2130
Neurological Disease	8.19 E−06–1.55 E−35	811
Gastrointestinal Disease	6.03 E−06–3.33 E−35	1553
Psychiatric Disorders	8.19 E−06–5.77 E−31	537
**Male Offspring Exposed to E-Cigarette Containing Nicotine**		
Ingenuity Disease and Disorders	*p*-Value	# of Molecules
Cancer	1.38 E−02–2.18 E−12	137
Organismal Injury and Abnormalities	1.38 E−02–2.18 E−12	137
Dermatological Diseases and Conditions	6.92 E−03–9.47 E−11	80
Connective Tissue Disorders	6.92 E−03–1.73 E−10	83
Gastrointestinal Disease	1.38 E−02–7.37 E−06	99
**Male Offspring Exposed to E-Cigarette without Nicotine**		
Ingenuity Disease and Disorders	*p*-Value	# of Molecules
Cancer	2.97 E−06–2.20 E−35	2096
Organismal Injury and Abnormalities	2.97 E−06–2.20 E−35	2108
Neurological Disease	3.27 E−06–7.20 E−34	814
Gastrointestinal Disease	1.10 E−06–1.27 E−30	1516
Psychiatric Disorders	3.27 E−06–1.34 E−27	510

The number of molecules, calculated from the gene expression data, indicates how many molecules/genes in the disease/disorder pathway were altered. The *p*-value range indicates the range of significance for the molecules involved in the pathway.

**Table 2:** Comparison of gene expression data from qPCR and RNA-Seq analyses. Gene expression fold-change and *p*-values for frontal cortex samples recovered from male offspring exposed early in life to e-cigarette aerosols with or without nicotine are compared using qPCR and RNA-Seq.

Gene	Frontal Cortex Samples from Male Offspring Exposed to E-Cigarettes Containing Nicotine				Frontal Cortex Samples from Male Offspring Exposed to E-Cigarettes Without Nicotine			
	RNA-Seq		qPCR		RNA-Seq		qPCR	
	Fold Change	Adjusted *p*-Value	Fold Change	*p*-Value	Fold Change	Adjusted *p*-Value	Fold Change	*p*-Value
Ngfr	2.37	3.94E−3	2.82	NS	3.16	1.57E−6	4.36	0.05
Chat	1.88	6.38E−4	2.17	NS	2.66	9.71E−11	3.31	NS
Bdnf	−1.22	NS	−0.91	NS	−1.67	1.81E−5	−1.55	NS
Gdnf	ND	NS	1.47	NS	1.93	3.6E−5	2.13	NS
Gal	ND	NS	5.6	0.001	3.66	2.01E−6	9.56	0.001
Tbr1	−1.31	NS	−1.25	NS	−2.02	1.68E−11	−1.91	NS
Adra1d	−1.47	NS	−2.21	NS	−2.29	9.86E−5	−3.05	0.05

Data from qPCR ( *n* = 3–6 frontal cortex samples/treatment group; only one pup per litter was used for these studies) was analyzed using a two-way ANOVA and Bonferroni *post hoc* testing (for treatment factor, *F*-value: 2.08, degrees of freedom: 2; for gene factor, *F*-value: 26.6, degrees of freedom: 6). ND = Not Detected, NS = Not Significant.

## Abbreviations

The following abbreviations are used in this manuscript:

E-cigarettes: Electronic cigarettes
CNS: central nervous system
PND: postnatal day
RNA-Seq: RNA Sequencing
IPA: Ingenuity® Pathway Analysis
GD: gestational day
GRAS: generally regarded as safe
Ngfr: nerve growth factor receptor
Chat: choline O-acetyltransferase
Bdnf: brain derived neurotrophic factor
Gdnf: glial cell line derived neurotrophic factor
Gal: galanin
Tbr1: T-box brain gene 1
Adra1d: alpha-1D adrenoreceptor
Gapdh: glyceraldehyde-3-phosphate dehydrogenase

How the deposited data were processed for this re-analysis (not part of the article)

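RNA-Seq of frontal cortex was measured in 33 offspring, 16 labelled female and 17 labelled male, from dams and pups exposed to filtered air or to e-cigarette aerosol with or without nicotine. The authors deposited 1 table of read counts per sex with 23366 genes each. The paper describes single reads mapped to the mm9 mouse transcriptome with Bowtie1, freed of PCR duplicates with Samtools and counted per gene with HTSeq. The authors also deposited the same counts as a normalized signal, that is, counts divided by 1 size factor per sample. These factors were checked against factors computed as DESeq2 does: the ratio was 1 in females and 0.987 in males. The tests used the raw counts. The count tables held 34 columns, of which 33 were matched to a labelled sample by name and 1 was not used here. In each table 4 genes share a symbol that had been turned into a date. Males and females were sequenced in separate runs and deposited in separate tables, so levels were in general not compared between the sexes. The exceptions were the sex-linked transcripts, the genes that separate the sequencing runs, and the difference of changes described next.

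Total counts per sample ran from 19150562 to 27513174 (median 23583389.5) in females and from 17845672 to 24787955 (median 20907489) in males. The 10 most abundant genes of a sample held 3.91 to 4.78% of its counts in females and 4.04 to 5.18% in males. Genes were tested when their CPM summed over the samples of a sex reached 5, and the genes removed held at most 0.0341% of the counts of any sample. Counts were normalized with TMM and fitted with the quasi-likelihood test of edgeR 4.0.16, with the 3 treatment groups of a sex in 1 fit without covariates, and p was adjusted by the Benjamini-Hochberg procedure with a threshold of 0.01. The difference between the sexes in the change against air was tested in a fit of all 6 groups on the 15105 genes tested in both. Values per sample are normalized CPM, or log2 CPM with a prior count of 1. Single genes and scores were also compared by exact two-sided permutation tests.

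The genes named in the text are those the paper names, plus, for each comparison with air, the 2 genes with higher and the 2 with lower expression that had the smallest p among eligible genes. Eligible genes passed the threshold and had all exposed samples beyond all air samples. These were 525 of 651 called genes in females with nicotine, 1140 of 1829 in females without and 1508 of 2084 in males without. The rule favours genes with well separated groups. Genes named outside this rule were chosen after their values were seen. Hand-written lists of marker and function genes were tested with camera of limma 3.58.1, with a preset correlation between genes of 0.01 and a threshold of 0.05, adjusted over 16 lists within a comparison. They cover cortical glutamatergic neurons, striatal projection neurons, basal forebrain cholinergic neurons, thalamus, hypothalamus, olfactory bulb, myelin, astrocytes, microglia, endothelium, choroid plexus, immediate early genes, neurotransmitter release, glutamate receptors and learning, nicotinic receptors, and estrogen signalling. Groups, tests, gene lists and alternatives were fixed before the data were examined, except where stated.

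The alternatives were DESeq2 1.42.0 with and without its prior on fold changes, limma-voom with sample quality weights, size factors as DESeq2 computes them, upper quartile normalization, a stricter and no filter on low counts, fits of only the 2 groups compared, leaving out each sample in turn, the replicate number as a block in females, 1 surrogate variable from sva 3.50.0, the cortical marker score as a covariate, and counts thinned to the smallest library. For the lists they were fry, camera with an estimated correlation, and the scalings and filters above. R 4.3.3, Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

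The tests of single genes were tried on simulated counts with 200 genes per sex changed by 1 on the log2 scale. These genes averaged above 1 CPM, and each gene was simulated independently of the others. Smaller changes of single genes and changes in less abundant genes were not simulated. The edgeR fit recovered 95.5% of the 200 genes in females (15158 genes, 3 false calls) and 92.5% in males (15293 genes, 0 false calls). DESeq2 recovered 191 in each sex with 9 and 4 false calls. In the same counts, the test between the sexes recovered 87.8% of the 393 genes that were changed in 1 sex, among 15105, with 3 false calls. The list tests were tried on a list of 20 genes moved by 0.5 on the log2 scale, which had an unadjusted p of 3.79e-47 with camera and 1.05e-14 with fry. Of 200 random lists, camera gave 11 and fry 36 an unadjusted p below 0.05. Gene positions and copies of transcript sequence were read from the mm9 genome and its annotation. The qPCR, body weight and IPA results of the paper were not analysed here.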

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

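The tests of sample mixing, mislabelling and swapping, of a lower share of neurons, of choroid plexus in single libraries, and the regroupings with DESeq2 were chosen only after the result was seen. A sample far from the others of its group was found in 10 of 93 groups of values, where chance gives about 1 in 20, or 4.65.

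The library labelled male nicotine replicate 21 had 219.3 CPM of Xist, against 0.04034 to 0.2241 in the other 5 libraries of its group, and 0.04734 CPM of Y-linked transcripts, against 119.9 to 131.4. A mixture of male and female tissue would leave Y-linked transcripts in proportion, and their level was 0.039% of the median of the other male libraries. A swap with a library labelled female would leave a library labelled female with Y-linked transcripts, and the highest level there was 0.1315 CPM. On the genes that separate the sequencing runs, with female libraries near 0 and male libraries near 1, this library lay at 0.965 (other male libraries 0.634 to 1.53, female libraries at most 0.253), which argues against a library from the female run. A female animal sequenced among the males, whether mislabelled by sex or exchanged with an animal outside these libraries, remains open. The high Xist level goes with it, although 219.3 CPM lies above the 114 to 158.4 CPM of the 16 libraries labelled female. The same library had the highest Gal level of its group, 1.813 CPM against 0.5608 to 0.8005, and whether this goes with its sex was not tested. Without it, edgeR still called 0 genes in males with nicotine (1995 genes at an unadjusted p below 0.05), and the olfactory bulb list in males with nicotine passed the camera threshold (adjusted p 0.0145, against 0.403 with it).

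Other single samples stood apart. Female no nicotine replicate 2 had 19684173 counts, against 23519624 to 24920733 in its group. Leaving it out lowered the number of genes without nicotine to 823, while thinning all female libraries to the smallest library of the sex left 1763. The drop was not specific to this library. The number was 843 without no nicotine replicate 3 and 1047 without replicate 5, but 1486 without replicate 4 and 2505 without replicate 1. Female no nicotine replicate 1 had 13.57 CPM of Adra1d (others 4.875 to 6.575). Female air replicate 2 had 0.3574 CPM of Gal (others 0.07551 to 0.1289) and 114 CPM of Xist (others 131.4 to 139), and male air replicate 33 had 0.2464 CPM of Xist (others 0.04065 to 0.104), which is at most 5 counts. Male nicotine replicate 16 had a basal forebrain score of 0.603 (others 0.949 to 1.13). No biological explanation was tested for these samples.

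Male no nicotine replicate 7 had a choroid plexus score of 3.68 (others 0.23 to 0.774). The median log2 fold change of the 11 choroid plexus genes in males without nicotine was 1.44 with it and 0.431 without it, so most of this list's change may come from choroid plexus tissue in 1 library. Choroid plexus tissue does not account for the other genes called in males without nicotine, since 2174 genes passed without this library.

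A signal outside the genes the paper discusses appeared in markers of brain regions. Without nicotine, the median log2 fold change was -0.602 in females and -0.55 in males for 16 genes of cortical glutamatergic neurons, 1.86 and 1.56 for 7 genes of basal forebrain cholinergic neurons, 0.459 and 0.717 for 13 genes of striatal projection neurons, and 0.606 and 0.683 for 15 myelin genes. Of these, 14 of 16 cortical genes were lower and each of the basal forebrain, striatal and myelin genes was higher, in both sexes. The camera adjusted p was at most 0.000396 for the 3 regional lists, and 6.51e-09 or lower for myelin. With fry the striatal list in females did not pass (adjusted p 0.0617), and with an estimated correlation no list passed. In each of these lists 0 genes were at or under 3 counts in all air libraries. Each gene was thus above that level in at least 1 air library of each sex, which does not show expression in every air sample. Among the abundant ones, the mean in female air samples was 2520 CPM for Slc17a7 (log2 fold change -0.86) and 4430 CPM for Mbp (0.59). The basal forebrain list does not hold Chat or Ngfr, which the study picked from these samples.

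The tables argue against several technical sources of the genes called without nicotine. After thinning, the smaller of the numbers in the 2 sexes was 1763. After a correction for GC content it was 1880 and after a correction for gene length 1630, against 1742 in females and 1981 in males among the genes with an annotated length. A lower share of neurons alone would raise all glial and vascular markers alike, but the myelin score rose above the mean of the astrocyte, microglia and endothelial scores (exact permutation p 0.0195 in females and 0.00649 in males). What stays open is a different composition of the dissected pieces, with less cortex and more basal forebrain, striatum and white matter. The regional lists (0.000396) and the myelin list (6.51e-09) are consistent with it, as are the thalamus and hypothalamus lists (adjusted p at most 0.00786), while the olfactory bulb list did not pass. Within groups, the change of a gene without nicotine went against its slope on the cortical score (r across genes -0.254 in males and -0.711 in females, genes not being independent replicates), which is what a composition that also varies between animals of 1 group gives. Of 100 random lists, 4 in males and 2 in females gave an r as large. An effect of the exposure on cortical neurons or on myelination also stays open as untested, because each exposed sample had a lower cortical score than each air sample.

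The direct comparison of males with and without nicotine, which the paper does not report, gave 38 genes. Of 100 splits of these samples into groups of the same sizes, 1, the real one, gave as many genes, and the largest other number was 17. The genes with the smallest p were Tshz3 (log2 fold change 0.63), Bcas1 (-0.41), Bmp3 (1.31), Lct (1.66) and Slc39a10 (0.42), each with an edgeR adjusted p of 0.00239. Many single samples moved this number: it was 5 without nicotine replicate 16, 17 or 22, the library labelled male nicotine replicate 21 or air replicate 31, 1 without no nicotine replicate 4, 0 without no nicotine replicate 3 (2792 genes at an unadjusted p below 0.05) or 5 (2783 genes), and 246 without nicotine replicate 19. The same splits were counted for the other comparisons. The real split was the 1 of 100 with as many genes in females with nicotine (largest other number 0), females without nicotine (1003) and males without nicotine (856). For males with nicotine, with DESeq2, 1 of 50 splits gave 159 genes and the largest other number was 8. Where edgeR called 0 genes, that is, in males with nicotine, in females with against without nicotine and for both differences between the sexes, all 100 of 100 splits necessarily gave at least as many, so these splits decide nothing. The largest other numbers there were 0, 1, 0 for the sexes with nicotine and 692 without.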

How the results depend on the processing

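The DESeq2 fits without the library labelled male nicotine replicate 21 were chosen only after the result was seen. The cause of the changes listed here was not tested unless stated.

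With the DESeq2 Wald test in place of edgeR, 1319 genes were called in females with nicotine (651 with edgeR), 159 in males with nicotine (0), 458 in males with against without nicotine (38; 312 higher and 146 lower, against 34 and 4), 2 of the Table 2 genes in males with nicotine (0), 103 genes in all 4 comparisons with air (0) and 1 gene for the difference between the sexes with nicotine (0). With the prior on fold changes the first of these were 1337, 155, 441, 1 and 103, and the difference between the sexes was not run with the prior. Without the library labelled male nicotine replicate 21, DESeq2 called 97 genes in males with nicotine and 282 between males with and without nicotine, and 98 and 285 with the prior. limma-voom with quality weights called 1012 genes in females with nicotine and 59 between males with and without nicotine, and the pooled filter on low counts gave 63 in the latter. With only the 2 groups compared in the fit, which holds fewer samples, males with nicotine had 17 genes, males with against without nicotine 0 (2673 genes at an unadjusted p below 0.05) and all 4 comparisons shared 9.

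With 1 surrogate variable, 293 genes were called in females with nicotine and 5 between males with and without nicotine. With the cortical marker score as a covariate, 0 genes were called in females with nicotine (1373 at an unadjusted p below 0.05) and 0 without (682), 13 in males without nicotine, 6 between males with and without nicotine (0 higher and 6 lower), 0 shared by the sexes without nicotine, and 0 of the 7 Table 2 genes in males without nicotine. In that fit none of the results for named genes that passed the threshold without the covariate still passed, and Bdnf changed sign in males, to a log2 fold change of 0.0219 with nicotine and 0.0370 without. The score separates the exposed from the air samples, so this fit removes part of any change that follows exposure. With upper quartile normalization 372 genes were higher and 242 lower in females with nicotine, against 300 and 351. Size factors as DESeq2 computes them, upper quartile normalization, no filter and thinned counts kept each number of genes within 1.5 times. The numbers without nicotine ranged from 1640 to 2607 in females and from 1747 to 2624 in males over the alternatives other than the replicate block, the cortical marker score and leaving out single samples, which are given next.

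With the replicate number as a replicate block in females, 136 genes were called with nicotine and 736 without, and 562 were shared with males without nicotine. The numbers do not pair the samples: the deviations of samples with the same number correlated with a mean r of -0.000486 (from -0.273 to 0.266 over 14 pairs), against 0.000351 over 71 other pairs. In males the groups share no replicate numbers, so no block was fitted there or for the difference between the sexes.

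Leaving out 1 sample at a time gave from 226 (without nicotine replicate 2) to 930 genes (without nicotine replicate 3) in females with nicotine, from 823 (without no nicotine replicate 2) to 2505 (without no nicotine replicate 1) in females without nicotine, from 0 to 2 (without no nicotine replicate 7) in males with nicotine, from 1521 to 2174 in males without nicotine, and from 0 (without no nicotine replicate 3) to 246 (without nicotine replicate 19) between males with and without nicotine. The number shared by the sexes without nicotine ran from 644 to 1410, that shared by all 4 comparisons from 0 to 2, and the difference between the sexes with nicotine from 0 to 1 (without female nicotine replicate 5). All 434 results of named genes kept their direction and their side of the threshold. The pooled filter gave no value for 2900055J20Rik in females or for Gal and Gdnf in males, which fell below it.

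The share of genes changed in the same direction was 77.73% between the sexes without nicotine and 81.61% between the female groups over all genes tested, against 100% over the genes called in both. The first principal component held 37.1% of the variance in females and 22.7% in males over all genes, against 48.7% and 24.9% over the 500 most variable.

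Of the gene lists in the comparisons with air, 16 results passed in females and 19 in males, 14 and 15 of them also with fry. With an estimated correlation 0 and 0 passed. Upper quartile normalization took 1 list below the threshold. Leaving out 1 sample reversed lists close to 0 that passed no threshold: microglia in males without nicotine (median log2 fold change from -0.0578 to 0.0225), and endothelium (from -0.117 to 0.0231) and microglia (from -0.0664 to 0.0258) in females without nicotine. A further 10 leave-one-out results of lists fell below the threshold and 9 rose above it.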

Differences from the paper's values

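None of the settings named here was chosen because it came closer to the paper. All of them, leaving out each sample in turn included, were set before the data were examined.

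For females exposed to aerosols with nicotine the paper gives 1393 genes, and edgeR gave 651. The DESeq2 Wald test (1319), DESeq2 with the prior on fold changes (1337), limma-voom with quality weights (1012) and the fit without female nicotine replicate 3 (930) were within 1.5 times of the paper's number, and the other alternatives were not. For males exposed to aerosols with nicotine the paper gives 152 genes, and edgeR gave 0 (2203 genes at an unadjusted p below 0.05). The DESeq2 Wald test gave 159 and its form with the prior 155, and no other alternative came within 1.5 times. For genes shared by all 4 comparisons the paper gives 109 and edgeR 0, against 103 with either form of DESeq2, which is the paper's stated tool.

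The adjusted p of Table 2 genes also differed. In males with nicotine the paper gives 3.94e-03 for Ngfr and 6.38e-04 for Chat, and edgeR gave 0.0416 and 0.043. The DESeq2 Wald test gave 0.00412 and 0.000829, within 1.5 times of the paper, and called both genes. In males without nicotine, the paper's value and that of edgeR were 1.57e-06 and 0.000183 for Ngfr, 9.71e-11 and 7.45e-05 for Chat, 1.81e-05 and 0.00162 for Bdnf, 3.6e-05 and 0.00139 for Gdnf, 2.01e-06 and 0.000796 for Gal, 1.68e-11 and 6.63e-05 for Tbr1, and 9.86e-05 and 0.00138 for Adra1d. With the DESeq2 Wald test they were 1.54e-06 for Ngfr, 1.26e-10 for Chat, 1.94e-05 for Bdnf, 4.09e-05 for Gdnf, 1.86e-11 for Tbr1 and 9.67e-05 for Adra1d, each within 1.5 times of the paper. DESeq2 with the prior came within 1.5 times for Chat, Bdnf, Gdnf, Tbr1 and Adra1d. For Gal the nearest value was 3.3e-06, with the DESeq2 Wald test, and none of the alternatives came within 1.5 times. Some fold changes differed too. In males without nicotine edgeR gave 6.02 for Gal and 4.16 for Ngfr. The paper gives a smaller rise for both from RNA-Seq and a larger one from qPCR. For Gal without nicotine the DESeq2 Wald test gave 6.0, and DESeq2 with the prior 1.51. With nicotine the paper lists the RNA-Seq fold changes of Gal and Gdnf as not detected, and edgeR gave 3.10 and 1.27. The paper's qPCR gives a rise for both genes with nicotine.

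The paper places females without nicotine first by the number of changed genes. Here males without nicotine had more, 2084 against 1829 with edgeR and 2624 against 2591 with DESeq2, and females had more with limma-voom (2585 against 2317). The paper reports genes common to all treatments and sexes, and edgeR found none. The paper lists Ngfr and Chat as changed in males with nicotine, and with edgeR neither passed 0.01 over all genes tested.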

Other observations

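The tests with lists of region and cell type markers are weighed with the results above, and the test of Gapdh copies was set before its result was seen.

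In females, which the paper did not measure by qPCR, 6 of the 7 genes of Table 2 passed an edgeR adjusted p of 0.01 in each comparison with air, and 7 of 7 when adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples. Tbr1 did not pass with nicotine (log2 fold change -0.61, edgeR adjusted p 0.0403) and Gdnf did not pass without nicotine (0.78, 0.0314). The direction of each gene was that of the males. The largest changes were those of Gal without nicotine (log2 fold change 3.88) and with nicotine (3.17).

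Gapdh, the reference gene of the qPCR, had 25 to 55 counts per library in females and 35 to 62 in males. Of the 36-base windows of its transcript, 84.6% occur base for base elsewhere in the genome, so the low count may come from reads lost or shared among pseudogenes. Its log2 fold change was 0.04 in males with nicotine (edgeR adjusted p 0.947) and -0.28 without (0.131).

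The aromatase gene Cyp19a1 had 0 to 10 counts in each library of 5 groups and 2 to 23 in males without nicotine, and was below the filter in both sexes. The estrogen signalling list (4 genes tested) passed in none of the comparisons with air, with median log2 fold changes of -0.28 and 0.12 in females with and without nicotine and 0.01 and -0.12 in males. The nicotinic receptor list (10 genes tested in females, 9 in males) did not pass either, with medians of -0.10 and 0.04 in females and -0.12 and -0.15 in males.

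Among the other lists, astrocytes, microglia and endothelium passed in no comparison with air, with medians between -0.07 and 0.08. The immediate early genes were lower in females without nicotine (median -0.44, camera adjusted p 0.0215) and males with nicotine (-0.41, 0.00211), neither of which passed with fry. The first also missed the camera threshold in 5 of the fits that left out 1 female sample (highest adjusted p 0.0778, without air replicate 6). Choroid plexus in males with nicotine (0.34, 0.0182), and myelin (0.19, 0.0109) and striatal projection neurons (0.33, 0.000631) in males with nicotine did not pass with fry either, and the myelin list also missed the camera threshold without nicotine replicate 19 (adjusted p 0.233). Choroid plexus in females without nicotine passed only without air replicate 3 (0.0414). The thalamus list rose with nicotine by a median of 0.15 in females and 0.23 in males, and the hypothalamus list by 0.96 in males (adjusted p 0.000105) and by 1.08 in females (0.0555). In females with nicotine, leaving out 1 sample took the thalamus list above an adjusted p of 0.05 (up to 0.0792 without nicotine replicate 5) and the hypothalamus list below it (down to 0.0116 without air replicate 2). The olfactory bulb list passed in no comparison with air over all samples (medians 0.68 and -0.16 in females, -0.09 and -0.31 in males). It passed with nicotine in males without the library labelled male nicotine replicate 21 (adjusted p 0.0145), and in females without air replicate 5 (0.00811) or nicotine replicate 6 (0.0473). With nicotine, the basal forebrain list rose by a median of 1.44 in females and 0.97 in males and the cortical list changed by -0.61 and -0.23, while myelin rose by 0.68 and striatal projection neurons by 0.72 in females.

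With edgeR over all samples, 0 genes passed 0.01 for a difference between the sexes (978 genes with nicotine and 742 without at an unadjusted p below 0.05), while 1 gene passed with nicotine in the DESeq2 Wald test and 1 with edgeR without female nicotine replicate 5. The smallest p with nicotine belonged to Bcas1 (log2 difference of males minus females -0.50, edgeR adjusted p 0.0978), a gene chosen after its values were seen.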
